A study of Homo sapiens with 2 samples. Its data were reported in "Natural display of nuclear-encoded RNA on the cell surface and its impact on cell interaction" (2020).

How the data were processed

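Peripheral blood mononuclear cells (PBMCs) were labelled with fluorescent oligonucleotide probes on the outside of intact cells, a method the study calls in situ surface FISH (isFISH), and sorted by flow cytometry into isFISH+ and isFISH− cells. Each sorted population gave 1 single-cell RNA-seq library with the 10x Chromium 3′ chemistry, kit version 3.1. The groups, isFISH positive and isFISH negative, were taken from the labels. There was 1 library per group and no replicate, so no test between the groups was possible, and every interval below covers counting error only. A batch difference between the libraries cannot be told apart from the group.

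The authors deposited 1 matrix of UMI counts per library, that is, whole numbers of distinct molecules per gene and cell, without normalization. Per the file headers, the matrices were written by software version 3.0.2 in the Cell Ranger layout. The genome build, the annotation, the rule for calling cells and any later filter on cells were not stated for these libraries. The gene list held 33538 identifiers, of which 33113 were found in GENCODE release 44 on GRCh38. The positions printed below come from that annotation by gene identifier and may differ from those behind the counts. In the gene list, 24 symbols belonged to more than 1 identifier.

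Every deposited barcode was kept. The isFISH+ library held 2488 cells and 4126032 UMIs, and the isFISH− library held 9058 cells and 4007392 UMIs. A gene with 3 UMIs in a library stood at 0.727 CPM (counts scaled by the total of the library) in the isFISH+ library and 0.749 CPM in the isFISH− library, and 3 counts were taken as the limit that a count of 0 allows. Scrublet, run in scanpy 1.11.5, called 2 isFISH+ cells and 0 isFISH− cells as doublets. That is too few for a caller that has worked at 0.8% expected doublets per 1000 cells, so doublets were kept, and an added alternative removed the cells with the highest scores at the expected rate, 50 isFISH+ and 656 isFISH− cells.

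Cells of both libraries were clustered together with Seurat 5.3.0 in R 4.3.3: log-normalization to 10000 UMIs per cell, 2000 variable genes, 20 principal components, 20 neighbours and Louvain clustering at resolution 0.5. Clusters were named from marker genes fixed in advance for 11 classes. The study's trained classifier was not used here, so class names were rebuilt and can differ from the study's. A marker counted as raised in a cluster at a log2 fold of at least 1 over the mean of the other clusters, with 10 CPM added, and with a UMI in at least 2% of the cells. A name needed at least 3 raised markers and a lead of 1.5 times over the next class. Among the 10 leading genes detected in at least 10% of the cells, no other class could have a larger number of markers. A cluster with a basophil gene among these leading genes was also left unnamed. This naming rule was written and revised after the clusters were seen. An earlier form compared each cluster with all other cells, and an earlier form called 1 cluster dendritic that is left unnamed below because a basophil gene, HDC, was among its leading genes. The merging of both dendritic classes, the class of cells with markers of both T and NK cells, and the sum of T, NK, B and T or NK cells as lymphoid cells were also set then. The count of monocyte-like cells was the same under both forms of the rule. With 1 library per group, a cluster made mostly of 1 library may be that library and not a type, so the libraries were also clustered separately.

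Shares of cells were given with exact Clopper-Pearson 95% intervals. To compare shares of cells with a UMI of a gene, each cell was thinned at random to 300 UMIs, which left out 2253 isFISH− cells and 0 isFISH+ cells. Unthinned shares are printed beside them. For expression ratios, UMIs were summed over the cells of a library, or over the monocyte-like cells of a library, and divided by the total to give CPM. Log2 ratios are isFISH+ over isFISH−, with exact conditional binomial 95% intervals, and CPM had exact Poisson intervals. A gene at 0 UMIs in 1 library was given as a bound against 3 counts in that sum or, where the other sum held few UMIs, by the limit of the interval. Single genes were not ranked between libraries in other classes, because the isFISH+ library held under 20 cells of each of T-like, NK-like and B-like cells. The sum of heat shock UMIs was also compared over all lymphoid cells, 22 isFISH+ and 8838 isFISH−.

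Genes were named by a rule fixed in advance. The 6 marker genes and the 11 candidate genes of membrane-associated extracellular RNA (maxRNA) that the study tested were always named, with MALAT1 and NEAT1. For library sums the first 5 higher and first 5 lower genes were named among genes with at least 50 CPM in 1 library, and for monocyte-like sums the first 3 of each among genes with at least 100 CPM, of which 1 is not reported here. Genes were ranked by the interval bound nearest to a ratio of 1, so a gene with few UMIs can have a larger ratio than those named. Genes that can mark a donor were left out, as were mitochondrially encoded and ribosomal protein genes. For 5 gene lists fixed in advance, the median log2 ratio was placed among 10000 random lists of the same size, matched on mean CPM in 20 bins. Genes needed at least 5 UMIs in both sums together, and 0.5 counts were added for these medians. The percentile is a description of these libraries.

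The interval and ranking steps were tested on simulated counts with 200 changed genes. Counts were drawn as independent Poisson values with a fixed fold change up or down, which is the model the intervals assume. The simulation had no spread between cells or libraries. It therefore checks the computation, and not whether the intervals hold for real cells. For library sums over 2977 genes, 95.4% of the intervals held the true ratio, and 20 of the 20 top genes were changed ones. For monocyte-like sums over 1596 genes, the values were 96.5% and 20 of 20. Computations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

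The groups, tests, marker genes, gene lists and most alternatives were set before the data were examined. The alternatives were a filter on cells with at least 200 genes and at most 20% mitochondrial UMIs, removal of called doublets, resolutions of 0.2 and 1, thinning before clustering, separate clustering, a class from each cell's own marker expression, other thinning depths, scaling by the median of ratios, a mean over cells, and other bins and minimums for lists. Chosen after the data were seen were the removal of the highest doublet scores, the same lowest UMI total in both libraries, and other sets of monocyte-like cells for the gene lists.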

Results

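Single-cell RNA-seq was done on human PBMCs that had been stained on their surface with isFISH probes and sorted. 1 library was made from isFISH+ cells and 1 from isFISH− cells. The files held 2488 isFISH+ cells with 4126032 UMIs and 9058 isFISH− cells with 4007392 UMIs. At nearly equal totals, the isFISH+ cells were therefore deeper, with a median of 1118.5 UMIs and 645.5 genes per cell against 381 UMIs and 261 genes. The shallowest isFISH+ cell had 502 UMIs, whereas the shallowest isFISH− cell had 142, and 6892 isFISH− cells (76.1%) lay under 502 UMIs. In the isFISH+ library 15210 genes had a UMI, and in the isFISH− library 17144. Of all barcodes, 9 occurred in both libraries. There are no replicates, so the intervals given in parentheses are 95% limits that cover counting error only.

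**Figure D1:**
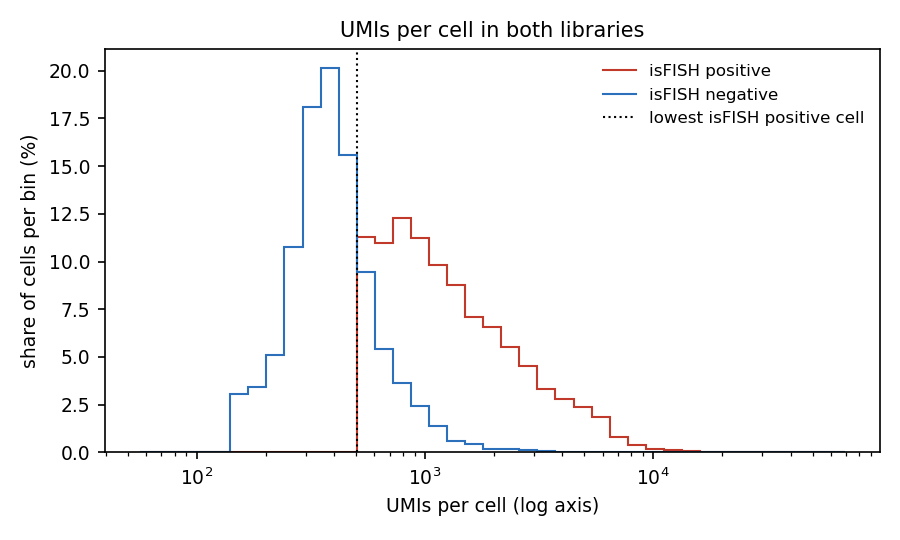
Share of the cells of each library (y axis, %) per bin of UMIs per cell (x axis, log scale), with the isFISH+ library in red and the isFISH− library in blue. The dotted line marks the shallowest isFISH+ cell at 502 UMIs, under which 76.1% of isFISH− cells lie.

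The first question was which cell types the isFISH+ cells belong to. Clustering of all cells gave 10 clusters, of which 1 stayed unnamed and 1 had markers of both T and NK cells. Monocyte-like cells, in 2 clusters with LYZ, S100A9, CD14, FCN1 and other fixed markers raised, made up 2436 of the 2488 isFISH+ cells, or 97.9% (97.3 to 98.4). One of these clusters had EMP1 and the heat shock gene HSPA1A among its leading genes. In the isFISH− library, 51 of 9058 cells were monocyte-like, or 0.563% (0.419 to 0.740). The odds ratio of monocyte-like cells, isFISH+ over isFISH−, was 8273, with 4778 and 14933 from the limits of both shares. Counting only cells with at least 502 UMIs in both libraries moved the ratio most, to 2623, because the isFISH− share rose to 1.75%.

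Lymphoid cells showed the opposite order. T-like, NK-like, B-like and T or NK cells together were 22 isFISH+ cells, 0.884% (0.555 to 1.34), and 8838 isFISH− cells, 97.6% (97.2 to 97.9). T-like cells made up 0.362% of isFISH+ and 52.5% of isFISH− cells. NK-like cells were 3 of the isFISH+ cells and 22.0% of the isFISH− cells, and B-like cells were 6 of the isFISH+ cells and 10.8% of the isFISH− cells. A cluster led by heat shock genes, with markers of both T and NK cells, held 4 isFISH+ cells and 12.2% of the isFISH− cells. Among isFISH− cells with at least 502 UMIs, the lymphoid share was 94.3% (93.3 to 95.3). Platelet-like cells were seen only in the isFISH− library, with 37 cells (0.408%), while 0 of 2488 isFISH+ cells allow a share of up to 0.121%. Their median was 367 UMIs, under the 502 UMIs of the shallowest isFISH+ cell, so depth could account for their absence there. Erythroid-like cells were 2 isFISH+ and 20 isFISH− cells.

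One cluster had dendritic cell markers such as FCER1A and CLEC10A, but the basophil gene HDC was also among its leading genes. It was left unnamed for that reason, by a rule set after the clusters were seen. It held 28 isFISH+ cells, 1.13% (0.749 to 1.62), and 112 isFISH− cells, 1.24% (1.02 to 1.49). These shares differed by less than their counting error.

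**Figure D2:**
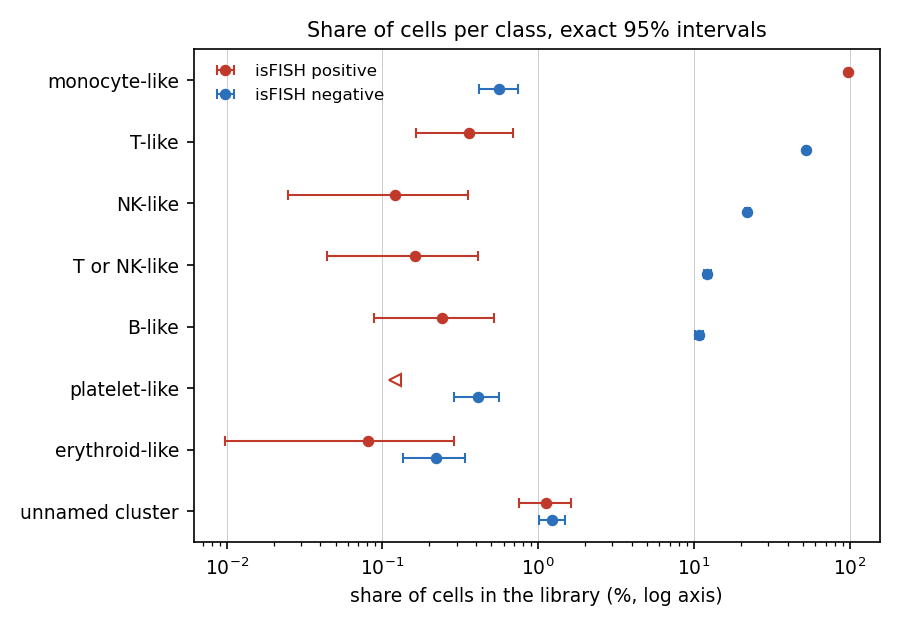
Share of the cells of each library (x axis, %, log scale) in each named class and in the unnamed cluster, with the isFISH+ library in red and the isFISH− library in blue. Bars are exact 95% intervals, and the open triangle is the limit that 0 of 2488 cells allows. Monocyte-like cells stand at 97.9% against 0.563%, and the T-like, NK-like and B-like classes lie the other way.

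The second question was how single marker genes of blood cell types were spread over the libraries. After thinning each cell to 300 UMIs, the monocyte gene CD14 (ENSG00000170458, chromosome 5, 140631728 to 140633700) had a UMI in 11.3% of isFISH+ cells (10.1 to 12.6) and in 3 of 6805 isFISH− cells, 0.0441% (0.00909 to 0.129). Without thinning the shares were 37.7% and 0.110%, so that the depth moved the isFISH+ share by more than its interval. LYZ, on chromosome 12 (69348381 to 69354234), had a UMI in 91.8% of thinned isFISH+ cells (90.7 to 92.8) and in 1.40% of isFISH− cells (1.13 to 1.70), or 97.8% and 1.57% unthinned. As a background from free RNA, thinned isFISH− lymphoid cells had a LYZ UMI in 0.181% of cells and a CD14 UMI in 0 of 6639 cells, which allows up to 0.0452%. All 8838 isFISH− lymphoid cells, with those too shallow to thin, had a median of 379 UMIs. Of the 22 isFISH+ lymphoid cells, 1 had a LYZ UMI after thinning, while unthinned, at a median of 1261 UMIs, 22.7% had one.

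The lymphocyte markers went the other way. CD3E had a UMI in 0.0804% of thinned isFISH+ cells (0.00974 to 0.290) and 5.67% of isFISH− cells (5.13 to 6.25), or 0.121% and 7.82% unthinned. CD8A was found in 0 of 2488 thinned isFISH+ cells, which allows up to 0.121%, and in 4.26% of isFISH− cells, or 0.121% and 5.78% unthinned. The share with NKG7 was 0.563% (0.308 to 0.942) against 12.9% (12.1 to 13.7), or 2.37% and 18.1% unthinned. The share with MS4A1 was 0.121% (0.0249 to 0.352) against 2.66% (2.29 to 3.07), or 0.161% and 3.58% unthinned. As background, 0 of the 2436 isFISH+ monocyte-like cells, at a median of 1119 UMIs, had a thinned UMI of CD3E, CD8A or MS4A1, and 0.411% of them had 1 of NKG7.

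**Figure D3:**
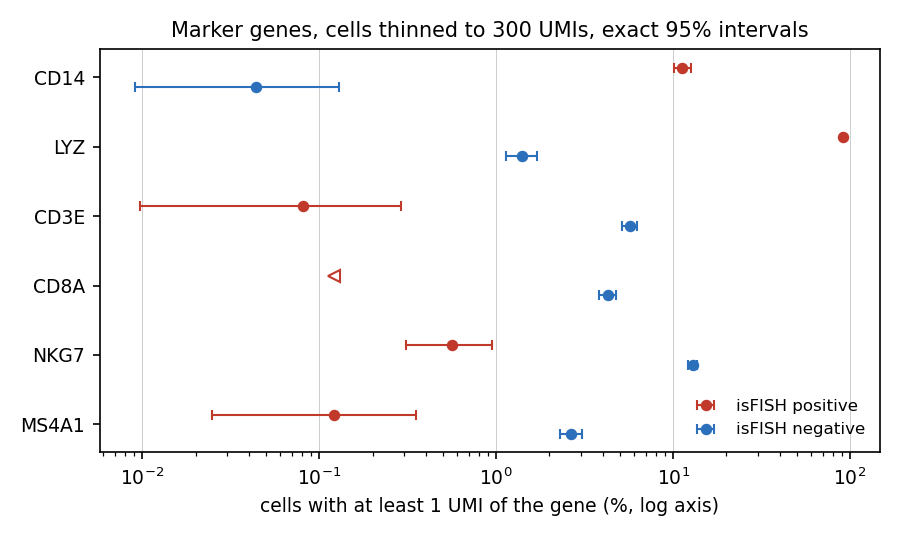
Share of cells with at least 1 UMI of each marker gene (x axis, %, log scale) after thinning each cell to 300 UMIs, for 2488 isFISH+ cells in red and 6805 isFISH− cells in blue. Bars are exact 95% intervals, and the open triangle is the limit that 0 of 2488 cells allows. CD14 and LYZ lie higher in isFISH+ cells and the other 4 genes lie higher in isFISH− cells.

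With all cells of a library summed, CD14 had 1858 UMIs in the isFISH+ library and 15 in the isFISH− library, a log2 ratio of 6.91 (6.18 to 7.75). The log2 ratio was 6.28 for LYZ (6.17 to 6.40), −8.04 for CD3E, −7.72 for CD8A, −5.36 for NKG7 and −4.79 for MS4A1. Ranked among 3578 genes by the interval bound nearest to a ratio of 1, and not by the ratio itself, the first 5 genes higher in isFISH+ cells were CD300E (log2 ratio 7.31, chromosome 17, 74609885 to 74623738), FCN1 (7.05), S100A9 (6.63), VCAN (6.77) and PTAFR (7.12). Among the first 5 lower ones, CD28 had 0 UMIs against 451, at least 155-fold lower in isFISH+ cells, and JCHAIN had 0 against 441, at least 151-fold lower. The other 3 were CD247 (−8.42, 3 against 1000 UMIs), SPOCK2 (−7.66) and CD3D (−8.20). Without a minimum on CPM, the same 10 genes were named. Scaling by the median of ratios over 7422 genes, in which the libraries differed by −0.22 on the log2 scale, raised all ratios by that size.

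The 11 candidate genes of maxRNA had been chosen on other libraries. Whether their transcripts were more abundant inside isFISH+ cells was asked first over whole libraries. CTSS, on chromosome 1 (150730079 to 150765957), had a log2 ratio of 4.69 (4.55 to 4.82), with 2942 CPM against 114 CPM. FNDC3B, on chromosome 3 (172039578 to 172401669), stood at 2.41 (2.12 to 2.71), with 153 CPM against 28.7 CPM. QKI was also higher, at 1.88 (1.74 to 2.02), as was CMTM6 at 0.56 (0.39 to 0.72). CENPF, at −3.34 (−4.71 to −2.22), and ARL14EP, at −1.26 (−1.64 to −0.89), were lower. For IDH1, NEDD4, ATF1, CEP350 and CRNDE the interval held 0, and IDH1, NEDD4 and CRNDE had at most 23 UMIs in a library. The median over the 11 genes was 0.04, at percentile 74.6 of the random lists. Of the noncoding RNAs, NEAT1 was higher, at 2.60 (2.56 to 2.63). MALAT1 stood at −0.08 (−0.09 to −0.07), but at 0.14 under the median of ratios, so its direction was not settled.

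The same genes were then compared within monocyte-like cells, to hold the cell type fixed. This comparison rested on 51 isFISH− cells with 38617 UMIs, so that 3 counts there stood for 77.7 CPM, against 4054180 UMIs in 2436 isFISH+ cells. CTSS differed by 0.22 (−0.06 to 0.52), NEAT1 by 0.13 (−0.01 to 0.27), QKI by 0.42 (−0.33 to 1.29) and FNDC3B by 0.58 (−0.79 to 2.46, from 627 and 4 UMIs), none of which was distinguishable from 0 at this depth. When the class was taken from each cell alone, which gave 150 isFISH− cells, CTSS moved to 1.56. Only 49 of those cells came from the monocyte-like clusters. CMTM6 was lower in isFISH+ monocyte-like cells, at −1.07 (−1.80 to −0.23, from 750 and 15 UMIs). MALAT1 was higher at 0.21 (0.15 to 0.27). The other 7 candidate genes had at most 1 UMI in the isFISH− monocyte-like cells, and where a ratio could be formed its interval held 0. Of the marker genes, CD14 differed by 0.24 (−0.49 to 1.08) and LYZ was higher in isFISH+ cells, at 0.83 (0.65 to 1.01).

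**Figure D4:**
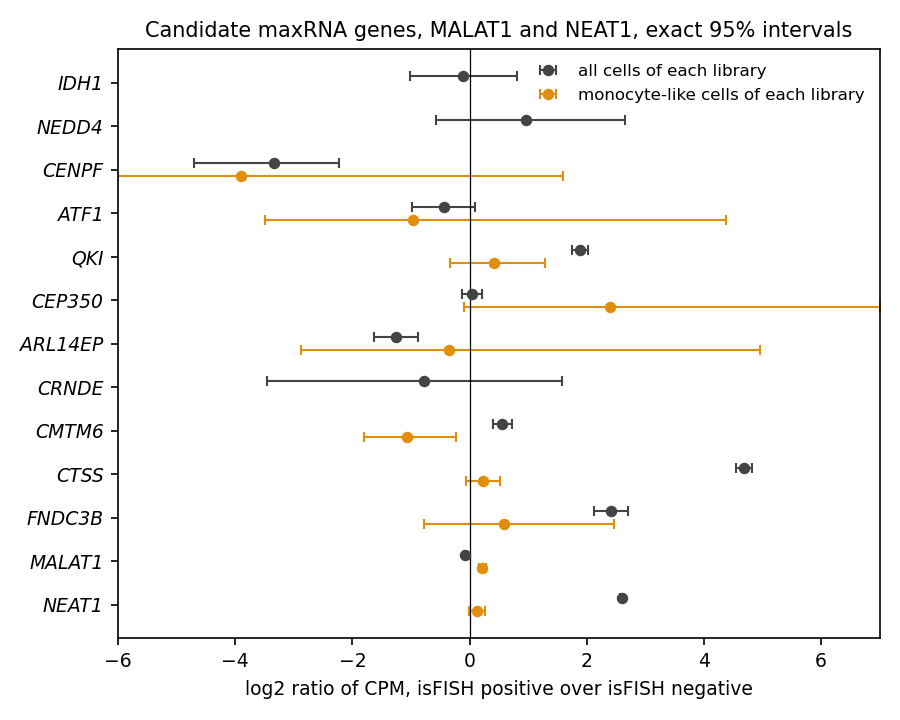
Log2 ratio of CPM, isFISH+ over isFISH− (x axis), for the 11 candidate maxRNA genes, MALAT1 and NEAT1, over all cells in grey and over monocyte-like cells in orange. Bars are exact 95% intervals, ending at the axis limits where they reach beyond, and genes with 0 UMIs in the isFISH− monocyte-like cells have no orange point. CTSS stands at 4.69 over all cells and at 0.22 over monocyte-like cells, while MALAT1 changes sign under another scaling.

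By the same ranking among 2002 genes within monocyte-like cells, the first 3 higher genes included OLR1 (log2 ratio 2.19, 0.83 to 4.07) and C15orf39 (680 against 0 UMIs, at least 2.16-fold higher). The first 3 lower ones were SPOCK2 (0 against 6 UMIs, log2 ratio below −6.95 by its interval), KLRB1 (0 against 5 UMIs, below −6.59) and SYNE2 (0 against 4 UMIs, below −6.11). SPOCK2 was also named between the libraries as a whole. Markers of lymphoid cells and platelets made up 0.0803% of the UMIs of isFISH− monocyte-like cells and 0.0039% in isFISH+ monocyte-like cells, so lymphoid RNA was present in the former.

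The other gene lists fixed in advance gave the following over whole libraries, where the median gene stood at −0.48. The inflammatory list had a median log2 ratio of 3.19 and the list of uptake receptors 5.28, both at percentile 100 of the random lists. The interferon-stimulated list stood at −0.23 (percentile 47.0) and the immediate early list at 0.21 (percentile 67.0). Within monocyte-like cells the medians were 0.18 for the inflammatory list (percentile 92.8), −0.13 for uptake receptors (percentile 95.3, or −0.43 with its 5 genes at 0 UMIs set to their bound), −0.46 for the interferon-stimulated list (percentile 35.2), −0.20 for the immediate early list (percentile 25.1) and −1.02 for the candidate list (percentile 27.7). The median and the mean of the uptake receptors differed in sign there, with a mean of 0.03. None of these 5 lay outside the central 95% of random lists, but this depended on the cells taken. With the same lowest UMI total in both libraries the inflammatory list stood at 0.53 (percentile 99.8) and the uptake receptors at 0.10 (percentile 98.9). With a class from each cell alone both stood at percentile 100, but most isFISH− cells taken then came from other clusters. With only cells that had no UMI of another class, the inflammatory list fell to −0.01 (percentile 67.4), and the uptake receptors and the candidate list both stood at percentile 98.6.

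Mitochondrially encoded genes took 6.45% of UMIs in the isFISH+ library (6.43 to 6.47) and 7.53% in the isFISH− library (7.50 to 7.56). MALAT1 took 7.14% and 7.55%, and NEAT1 1.24% and 0.204%. Within monocyte-like cells the mitochondrial share was 6.45% (6.43 to 6.47) in isFISH+ and 7.87% (7.61 to 8.15) in isFISH− cells, the MALAT1 share was 7.16% and 6.18%, and the NEAT1 share was 1.25% (1.24 to 1.26) and 1.14% (1.04 to 1.25).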

Values the study reported

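The study reported 2486 isFISH+ cells and 9043 isFISH− cells from the sorted populations, sequenced to 21,059 reads per cell on average. With its classifier, 87% of isFISH+ cells and 0.55% of isFISH− cells were CD14+ monocytes, an odds ratio of 1143. For dendritic cells the odds ratio was 7.78. By imaging flow cytometry, which was a separate experiment, 4.8% of PBMCs had isFISH signal on average, as did more than 10% of CD14+ cells and about 3% of CD3ε+ cells.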

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

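The removal of the highest doublet scores, the same lowest UMI total in both libraries, and the other sets of monocyte-like cells for gene lists were chosen only after the results were seen; the other alternatives were planned. No paired analysis was possible because each group has 1 library and the labels give no replicate numbers.

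The order of the libraries held under every alternative run for monocyte-like and lymphoid cells, while sizes moved. With the libraries clustered separately, the monocyte-like share of isFISH+ cells was 97.2%, the lymphoid share was 0% in isFISH+ cells and 97.1% in isFISH− cells; in that setting no isFISH+ cluster was lymphoid, and the cause of the other moves was not tested. With cells thinned to 300 UMIs before clustering, 0.779% of isFISH− cells were monocyte-like; shallower cells are left out by construction. With a class from each cell alone, the isFISH− shares were 1.66% monocyte-like and 76.2% lymphoid, and the odds ratio was 3729, and the cause was not tested. At resolution 1 the isFISH− lymphoid share was 97.0%. With the same lowest UMI total in both libraries, the isFISH− shares were 1.75% monocyte-like and 94.3% lymphoid and the odds ratio was 2623. That limit kept 74.5% of isFISH− monocyte-like cells but only 23.1% of isFISH− lymphoid cells. The isFISH− T-like share ranged from 44.1% with a class from each cell alone to 67.3% with the highest doublet scores removed, so the split within lymphoid cells is less firm than their sum.

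The marker shares moved with the depth and with the cells it left. In isFISH+ cells, CD14 was found in 37.7% without thinning, 17.9% at 500 UMIs and 1.09% with at least 2 UMIs required, and LYZ in 97.8%, 95.5% and 79.6%. In isFISH− cells, CD14 was found in 0.110% without thinning, 0.182% at 500 UMIs and 0% with at least 2 UMIs, and LYZ in 1.57%, 3.73% and 0.647%. Only 2196 of 9058 isFISH− cells reach 500 UMIs, and as thinning can only lower a share in the same cells, the rise there comes from the change of cells. Both genes stayed higher in isFISH+ cells throughout.

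Of the genes whose ratio over library sums had an interval without 0, only MALAT1 changed direction under the alternatives run, to 0.14 under the median of ratios, which shifts every gene by one factor. CEP350 and IDH1, whose intervals held 0, also changed sign, and CEP350 ranged from −0.20 without mitochondrial and ribosomal genes in the total to 0.26 under the median of ratios. Within monocyte-like cells, CD14, NEAT1, ATF1 and ARL14EP changed sign under an alternative, and the intervals of all 4 held 0. NEAT1 fell to −0.05, below its interval, with only cells that had no UMI of another class. The gene lists within monocyte-like cells depended on which cells were taken. With a class from each cell alone, the isFISH− cells went from 51 to 150. Of these, 49 came from the monocyte-like clusters, 69 from the unnamed cluster and 32 from lymphoid clusters, so the cell type was not held fixed. The candidate list then had a median of 0.25 (percentile 92.2), the inflammatory list 1.24 and the uptake receptors 1.15 (both at percentile 100). With only cells that had no UMI of another class, which left 34 isFISH− cells, the candidate list stood at 0.13 (percentile 98.6) and the uptake receptors at 0.54 (percentile 98.6), while the inflammatory list fell to −0.01 (percentile 67.4). With the same lowest UMI total, the inflammatory list stood at 0.53 (percentile 99.8) and the uptake receptors at 0.10 (percentile 98.9). The cause was not tested. With cells of at least 200 genes, the isFISH− library had 7.26% mitochondrial UMIs and 7.46% MALAT1 UMIs.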

Other observations

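The tests of the lowest UMI total on the lymphoid share, of NK cells as a source of FCGR3A, of CTSS within monocyte-like cells, of FCGR3A with HSPA1A, of other classes in place of the isFISH+ library, and of cells with a like share of heat shock UMIs were chosen only after the results were seen.

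The odds ratio of monocyte-like cells here was 8273. That is higher than the value quoted from the study above. The isFISH− share here, 0.563%, is close to the study's, while the isFISH+ share, 97.9%, is higher than the study's. The difference therefore lies mostly in the isFISH+ share. The odds ratio here was 3729 with a class from each cell alone and 2623 with the same lowest UMI total in both libraries. Those moves came from the isFISH− share, at 1.66% and 1.75%, and do not bear on the difference from the study. The classes here were rebuilt from markers, so that difference may come from the names. For dendritic cells no class was named in the main setting. The unnamed cluster with dendritic markers had an odds ratio of 0.909 (0.50 to 1.60), from 28 of 2488 isFISH+ and 112 of 9058 isFISH− cells. The class called dendritic had an odds ratio of 1.14 when cells were thinned before clustering (30 of 2488 and 72 of 6805), 2.27 when the libraries were clustered separately (70 of 2488 and 114 of 9058) and 0.128 with a class from each cell alone (5 of 2488 and 140 of 9058). Clustered separately, the isFISH+ cells formed only monocyte-like and dendritic clusters. The 22 isFISH+ cells that were lymphoid in the main setting had to fall in these clusters. The 70 cells can therefore include other types. The first leading gene was LILRA4 in the isFISH− cluster called dendritic and CLEC10A in the isFISH+ one. The population is not the study's, and no order against its value is drawn. In the unnamed cluster, 24 of the 112 isFISH− cells and 0 of the 28 isFISH+ cells had a UMI of the basophil genes HDC, CLC, GATA2 or MS4A2, while 17 of the 112 and 9 of the 28 had one of the dendritic genes CLEC10A or CD1C. The odds ratio of this cluster is therefore not one of dendritic cells alone. These counts were not thinned, and the cluster's cells had medians of 895.5 UMIs in the isFISH− and 1118 in the isFISH+ library.

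The isFISH+ library had no cell under 502 UMIs, and small lymphocytes could be missing from it for that reason. As the whole cause this is argued against by the isFISH− cells above the same total, 94.3% of which were lymphoid. As a part it stays open. Only 23.1% of isFISH− lymphoid cells lay above 502 UMIs, against 74.5% of isFISH− monocyte-like cells. If isFISH+ lymphoid cells had been lost at the same rate, their 22 cells would stand for 95.2. That would be 3.72% of the isFISH+ cells if only lymphoid cells had been lost, and 2.80% if monocyte-like cells had been lost at their rate too.

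The scarcity of monocyte-like cells in the isFISH− library can be put as arithmetic. If 1% of sorted cells had fallen in the isFISH+ gate, the shares measured here would place 63.7% of all monocyte-like cells in that gate. At 5% of cells in the gate it would be 90.2%, and at 10% it would be 95.1%. These cases imply that 1.54%, 5.43% and 10.3% of all sorted cells were monocyte-like. The fraction of cells in the gate was not measured in these files, and the calculation assumes that each library represents its gate. A loss of monocytes from the isFISH− library during handling was not tested. In the study's imaging flow cytometry, quoted above, the share of PBMCs with signal was close to the 5% case. That separate experiment put signal on more than 10% of CD14+ cells on average, a value not close to 90.2%. The arithmetic is therefore no estimate of the share of monocytes with surface signal.

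CTSS had a log2 ratio of 4.69 between libraries, of 4.89 between monocyte-like and lymphoid cells within the isFISH− library and of 0.22 within monocyte-like cells, and NEAT1 stood at 2.60, 2.63 and 0.13. For these genes this is consistent with cell mix as the source of most of the difference between the libraries. With a class from each cell alone, the ratios within monocyte-like cells rose to 1.56 for CTSS and 0.70 for NEAT1, so the reading depends on which isFISH− cells are taken. Of those 150 isFISH− cells, 49 came from the monocyte-like clusters, 69 from the unnamed cluster with dendritic markers and 32 from lymphoid clusters. Over all genes cell mix was not settled. Across 1371 genes, the log2 ratio between libraries and that of monocyte-like over lymphoid cells within the isFISH− library had a Pearson r of 0.887 and a Spearman rho of 0.833. This passed the mark set for r before the test, but the mark was too weak, since both ratios have nearly the same cells below the line and genes are not independent replicates. With isFISH− cells of another class in place of the isFISH+ library, r was 0.718 for the 20 erythroid-like cells, 0.622 for the unnamed cluster, 0.410 for platelet-like, −0.215 for B-like, −0.382 for NK-like, −0.488 for T or NK and −0.686 for T-like cells. None reached the r of the isFISH+ library, but a part of it could arise without monocytes. Other genes were mixed. For monocyte-like over lymphoid cells within the isFISH− library, QKI stood at 1.54 (0.66 to 2.30) and FNDC3B at 1.86 (−0.04 to 3.26). Their ratios between libraries, 1.88 and 2.41, lay inside these intervals. LYZ did not match, at 9.69 (9.16 to 10.27) against 6.28. Of its 620 UMIs in the isFISH− library, 265 came from monocyte-like cells, 323 from the unnamed cluster and 32 from lymphoid cells. For LYZ the ratio between libraries is thus not set against lymphoid cells, and this gap does not count against cell mix. CMTM6 did not match either, at 1.66 (0.82 to 2.40) against 0.56. CMTM6 was also lower within monocyte-like cells (−1.07), from 15 isFISH− UMIs, and this stays open.

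Some genes differed between the 51 monocyte-like cells of the isFISH− library and those of the isFISH+ library. FCGR3A, which encodes CD16, had a log2 ratio of −2.71 (−3.38 to −1.96) and CDKN1C −3.68 (−4.31 to −2.99), isFISH+ over isFISH−. CDKN1C had a UMI in 11 of 51 isFISH− cells (21.6%, 11.3 to 35.3) and in 114 of 2436 isFISH+ cells (4.68%, 3.88 to 5.60), although the isFISH− cells were shallower; 1 isFISH− cell held 8 of its 23 UMIs. Both genes, with MS4A7 (−1.18) and LST1 (−1.23), were picked after their values were seen. NK cells carried over are argued against, since GNLY was 0.0526 times FCGR3A in these cells and 17.6 times FCGR3A in isFISH− NK-like cells, and CDKN1C had 1 UMI in all isFISH− NK-like cells. The lowest UMI total is argued against as well, with CDKN1C at −3.87 (−4.50 to −3.18) above the same total. For CDKN1C, a heat shock response as the whole cause is argued against by isFISH+ cells, in which it rose by 1.68 (1.25 to 2.11) with an HSPA1A UMI, less than between the libraries. For FCGR3A the same comparison gave 2.31 (1.97 to 2.65), which overlaps the size of its difference between the libraries, so for FCGR3A heat shock stays open. It may account for a part of the CDKN1C difference too. All but 1 of the CDKN1C UMIs of isFISH− cells were in the 23 cells with an HSPA1A UMI, and among cells without one the ratio was −0.73 (−3.24 to 4.59), which decides nothing. Among cells with at least 2% heat shock UMIs, 219 isFISH+ and 22 isFISH−, the ratio was −2.73 (−3.45 to −1.96) for CDKN1C and −1.18 (−1.93 to −0.34) for FCGR3A. HSPA1A itself stood at −0.33 (−0.58 to −0.07) in these cells, so heat shock was not fully matched.

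A candidate explanation is a larger share of non-classical (CD16+) monocytes among the monocyte-like cells that stayed isFISH−. It was tested on 12 further genes of non-classical monocytes, listed before their ratios were looked at, among them HES4, TCF7L2, SIGLEC10 and RHOC. Their median log2 ratio was −1.45, at percentile 1.47 of matched random lists. Of the 12 genes, 10 had a UMI in isFISH− cells. The others, VMO1 (8 against 0 UMIs) and CX3CR1 (18 against 0), had UMIs only in isFISH+ cells. With 0.5 counts added and far fewer isFISH− UMIs in total, their fitted values were still negative. The median rests in part on these fitted values. Summed over the list, with 4460 isFISH+ and 70 isFISH− UMIs, the log2 ratio was −0.72 (−1.06 to −0.36). A list of 12 classical monocyte genes, among them CSF3R and CD93, had a median of 0.66, at percentile 99.97. Its random lists had a median of −0.20. Here too 10 of the 12 genes had a UMI in isFISH− cells, so this median also rests in part on fitted values. The summed log2 ratio of the classical list was 0.48 (0.09 to 0.89) from 8030 and 55 UMIs. S100A12 and FPR1 of that list had been seen before as leading genes of a monocyte-like cluster. CD93 was also such a gene when the libraries were clustered separately. The abundant monocyte markers did not all show the same. LYZ was higher in isFISH+ cells, at 0.83 (0.65 to 1.01). S100A8 (−0.21, −0.56 to 0.16), S100A9 (0.10, −0.12 to 0.33), VCAN (0.30, −0.15 to 0.80) and CD14 (0.24, −0.49 to 1.08) all had intervals that held 0, so the evidence is mixed. The hypothesis would be that surface signal, or its detection, is less frequent on CD16+ monocytes. It rests on 51 cells of 1 library, and a difference between the libraries in handling or donor was not tested for these genes.

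The 10 heat shock genes took 1.98% of UMIs in isFISH− and 0.467% in isFISH+ monocyte-like cells, a log2 ratio of −2.08 (−2.19 to −1.98). A handling difference between the libraries could give this and would be expected in lymphoid cells too, where the ratio was 0.82 (0.64 to 0.99), the other way. The test does not settle it. Of the 271 heat shock UMIs in the 22 isFISH+ lymphoid cells, 211 came from 4 cells, and the median share per lymphoid cell was 0.307% in isFISH+ and 0.292% in isFISH− cells. Handling and group cannot be told apart here, as each group has 1 library.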
